A study of Mus musculus with 36 samples. Its data were reported in "Coordinated regulation of hepatic and adipose tissue transcriptomes by the oral administration of an amino acid mixture simulating the larval saliva of Vespa species" (2016).

How the data were processed

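The 36 arrays analysed were Affymetrix Mouse Genome 430 arrays of liver, WAT and BAT from 12 male ddY mice, an outbred stock. Mice were gavaged once a day with CAAM, an amino acid mixture with the composition of casein, or with water, and were killed 4 h after the last dose on day 5. There were 7 water mice (numbers 1 to 7) and 5 CAAM mice (numbers 2, 4, 5, 6 and 7), each with an array of all 3 tissues. The paper reports that 2 further CAAM mice were left out for abnormal liver morphology, and names no such exclusion among water mice. Whether this selection within the CAAM group bears on the liver results was not tested. Arrays of another amino acid mixture were not analysed here. The authors quantified the CEL files by the distribution free weighted (DFW) method with Bioconductor, in R 2.7.2 by the submission notes, and deposited 1 score per probe set and array. The deposited scores have a level on a log2-like scale, while deviations between arrays of a tissue are weighted by a factor of the probe set. Their SD between arrays ranged from 2.01e-06 at the 5% quantile over 1.08e-05 at the median to 0.000328 at the 95% quantile in liver, with medians of 1.42e-05 in WAT and 7.38e-06 in BAT, and the highest score was 23. A difference is therefore not a log2 fold change, and no folds are given. The tests had been planned for log2 values, an assumption that the scores did not meet, and they were kept as planned. Whether the arrays of the other mixture were part of the DFW run is not known. The number of arrays limits the precision.

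The table held 45101 probe sets, of which 64 controls were left out and 45037 tested, with no missing values. By the platform's annotation 34945 probe sets carried 1 gene symbol, 932 several and 9160 none, for 18193 symbols. For lists, a gene was represented by its probe set with the highest mean in the tissue. Each CAAM group was compared with the water group of the same tissue, with no covariates and no replicate block, since the same number in the 2 groups is not the same mouse. Rank products, the authors' test, was written in python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) over all 35 pairs of arrays, with 100 permutations (20 for alternatives) and a call at an estimated share of false positives under 0.05 in each direction. limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 0.674 in liver, 0.497 in WAT and 0.625 in BAT) gave differences, standard errors and Benjamini-Hochberg adjusted p values over all probe sets, two-sided. Tissue differences were tested by limma on differences within mice. Before the data were examined, 46 gene lists were fixed with 826 members, of which 736 were measured, 1 through a synonym. The 43 lists not taken from the study's text were tested with limma's camera at a preset correlation of 0.01, adjusted over these 43 lists. Except in sentences that name another test, single adjusted p values of lists are those of limma's camera. Ranges over alternatives also take in adjusted p values by fry and by exact permutation of list scores. List scores were compared by exact permutation over all 792 divisions of the 12 mice, and their relations between tissues by permutation tests.

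The genes named were chosen by a rule written before the data were examined. It took up to 10 genes per direction by rank products and by limma, the genes of the study's text, the 4 members of each called list with the lowest limma p, up to 5 genes per tissue difference, and Alb, Lep and Ucp1. Genes named outside it are marked as chosen after their values were seen. Alternatives fixed in advance were quantile normalization, centring on array medians, leaving out dim probe sets, the linear scale, the mouse number as a replicate block, ranks of differences divided by the SD, the sum of ranks, trend and robust priors, array weights, 1 fit of all arrays, 1 probe set per gene, the mean of all probe sets, an estimated correlation, the rotation test fry, and leaving out each mouse in turn. Chosen after seeing the data were the exact permutation of list scores and the runs without 4 WAT arrays that stood out in genes of the male tract (water mice 1 and 2 in epididymis markers, CAAM mice 6 and 7 in Serpina1f and Spint4) and the 4 BAT arrays with the highest muscle markers (water mice 1, 3 and 7, CAAM mouse 2). Each count was set against 100 random divisions of the 12 mice.

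The tests were tested on simulated data with the spread of the real probe sets. limma found 50 of 50 probe sets moved by 6 SD and 33 to 40 of 50 moved by 4 SD, with 6 to 7 false calls among 44784 unchanged probe sets. Rank products called 1349, 1500 and 1354 of the 44784 unchanged probe sets at the spreads of liver, WAT and BAT, and found 18, 12 and 24 of 50 moved by 6 SD. With differences divided by the SD it made 134, 153 and 130 false calls and found 50 of 50. With an equal spread of all probe sets it made 0 to 8 false calls and found 50 of 50. Figures were drawn with matplotlib 3.10.9.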

Results

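Gene expression in 5 mice given an amino acid mixture modelled on casein (CAAM) was compared with that in 7 mice given water, in the liver, the white fat (WAT) and the brown fat (BAT). Albumin, the main secreted protein of hepatocytes, had a mean score of 15 in liver, 6.98 in WAT and 6.54 in BAT. Leptin, the hormone of white adipocytes, scored 11.3 in WAT, 6.43 in liver and 7.34 in BAT, and Ucp1, the uncoupling protein of brown adipocytes, scored 14.2 in BAT, 6.27 in liver and 6.44 in WAT. Values are distribution free weighted scores, in which differences between arrays are shrunk by a factor of the probe set and are not log2 fold changes. Sizes are therefore given as the difference between group means in score units with its standard error (SE), or divided by the standard deviation (SD) within groups (the standardised difference). Gene lists were summarised per mouse as the mean of the members' scores in SD units (the list score). Ranges of adjusted p values of lists are those over all alternatives tried. They mix camera with the rotation test fry and exact permutation, which gave the highest value for some lists.

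In the liver, genes of macrophages, of the acute phase response and of the response to glucocorticoids had higher scores in CAAM-treated mice than in water-treated mice, and genes of oxidative phosphorylation had lower scores, a direction that turned under quantile normalization. Of 16 macrophage markers, 15 had a higher mean score after CAAM, and the list score was 0.53 ± 0.86 (SD) in CAAM mice against −0.38 ± 0.47 in water mice, above the water median in 5 of 5 CAAM mice. CAAM mouse 5 carried much of this difference, and without it the CAAM mean was 0.17 and the difference fell from 0.92 to 0.55. The difference in the acute phase list score fell from 0.65 to 0.26 without the same mouse. Of 25 oxidative phosphorylation genes, 24 had a lower mean score, and the list score was −0.48 ± 0.46 against 0.34 ± 0.27, below the water median in 5 of 5 CAAM mice. In all, camera called 15 of 43 lists in the liver, 13 of them higher and 2 lower. With a correlation estimated from the data in place of the preset one, 1 of the 43 lists was called, that of oxidative phosphorylation.

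The macrophage list rose by camera (adjusted p = 1.6e-08, and adjusted p = 0.202 with an estimated correlation), and without CAAM mouse 5 its adjusted p was 1.54e-05 and the difference in list score 0.55 in place of 0.92. Over all alternatives the adjusted p of the macrophage list ranged from 2.4e-44 to 0.316, the highest by fry. Rank products called 12 of its 16 genes higher and none lower. Adgre1, which encodes the macrophage surface protein F4/80, had a standardised difference of 1.51, Marco, a scavenger receptor, of 1.47, and Csf1r, the receptor for colony stimulating factor 1, of 1.45, and rank products called these 3 genes higher. The mannose receptor gene Mrc1 had a standardised difference of 1.6 and was not called, and its difference changed sign when arrays were centred on their medians. The endothelial list rose as well, except under quantile normalization (10 of 12 genes with a higher score, adjusted p = 0.00659), with adjusted p = 0.144 under an estimated correlation. Its members Cdh5, the cadherin of endothelial junctions, and Vwf, von Willebrand factor, had standardised differences of 1.94 and 1.42, and after quantile normalization both scores were lower in CAAM mice (for Vwf also after centring) and the direction of the list turned (adjusted p = 0.395, range over alternatives 0.000572 to 0.472).

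The acute phase and inflammation list rose, with 20 of 22 genes higher by mean score (adjusted p = 6.01e-06, and adjusted p = 0.202 with an estimated correlation, range 2.88e-19 to 0.428). Its size rested on CAAM mouse 5: without that mouse the mean list score of CAAM mice was −0.01, against −0.27 in water mice, and the difference fell from 0.65 to 0.26 (adjusted p = 0.0167). Rank products called 8 of its genes higher, 1 lower and 2 in both directions. Saa2, a serum amyloid A protein, differed by 0.244 ± 0.141 (SE) score units and Apcs, serum amyloid P, by 0.00286 ± 0.00133. The protease inhibitor Serpina3n, also called higher, had a standardised difference of 1.35 that changed sign under quantile normalization. The cytokine gene Il6 had a standardised difference of 1.79 at a score of 6.04, below the median probe set of every liver array (lowest median 6.807), and was not called. All 20 interferon response genes measured had a higher mean score after CAAM, and rank products called 13 of them higher, among them Irf9, a subunit of the interferon-stimulated transcription factor (standardised difference 0.96), and the GTPase Gbp3 (0.95). This list rose by camera (adjusted p = 3.51e-05, and adjusted p = 0.492 with an estimated correlation), and its list score was 0.36 ± 0.93 in CAAM mice and −0.26 ± 0.83 in water mice. Over all alternatives its adjusted p ranged from 1e-42 to 0.776, the highest by fry. The difference of 0.62 was 0.36 without CAAM mouse 5 (adjusted p = 0.0252) and 0.98 without CAAM mouse 4. Of the genes called, Saa2 differed by 0.0947, Serpina3n by 0.00107 in place of 0.00161, Irf9 by 0.000612 in place of 0.000931 and Gbp3 by 0.00411 in place of 0.00743 without CAAM mouse 5.

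The glucocorticoid response list rose (14 of 17 genes higher, adjusted p = 1.18e-05, and adjusted p = 0.156 with an estimated correlation, range 5.4e-37 to 0.235). Its list score was 0.39 ± 0.26 in CAAM mice and −0.28 ± 0.44 in water mice, above the water median in 5 of 5. Rank products called 9 of the 17 genes higher and 1 lower. The kinase gene Sgk1 had a standardised difference of 2.14, the phosphatase gene Dusp1 of 1.67, Tsc22d3, which encodes the glucocorticoid-induced leucine zipper, of 1.48, and Tat, tyrosine aminotransferase, of 1.44, each above the water median in 5 of 5 CAAM mice. Mt1, a metallothionein, differed by 0.0316 ± 0.0112 and Igfbp1, an insulin-like growth factor binding protein, by 0.0725 ± 0.0295. Adjusted over the list alone, limma passed none of the 17 genes (lowest adjusted p = 0.0543). The immediate early list also rose (15 of 21 genes higher, adjusted p = 0.00395, and adjusted p = 0.177 with an estimated correlation, range 1.06e-15 to 0.444), a call that was lost without CAAM mouse 5 (adjusted p = 0.0775, difference in list score 0.23 in place of 0.38). Adjusted over the list alone, limma passed 3 of its genes, which were Gadd45b (standardised difference 2.44, turned under quantile normalization and under centring), the transcription factor gene Klf2 (2.19) and Fosb, a member of the AP-1 family (−1.96).

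Lists tied to protein synthesis and amino acid supply were among those called higher in the liver. Of 19 aminoacyl-tRNA synthetase genes, 15 had a higher mean score (adjusted p = 0.000185, and adjusted p = 0.15 with an estimated correlation). Rank products called none of the 19, and Hars, Iars, Lars and Mars1 had standardised differences of 1.72, 1.21, 1.17 and 1.1, all 4 of which turned negative under quantile normalization (Hars and Lars also under centring) together with the list (adjusted p = 0.839, range 2.13e-05 to 0.839). The list of ER chaperones and stress genes rose (14 of 17 higher, adjusted p = 0.0147, and adjusted p = 0.274 with an estimated correlation, range 1.85e-10 to 0.786). Hspa5, the chaperone BiP, was the member past the threshold when limma was adjusted over the list alone (standardised difference 2.28, adjusted p = 0.0368), with a difference that turned when arrays were centred. The ATF4 list of the amino acid response rose (15 of 23 higher, adjusted p = 0.0353, and adjusted p = 0.274 with an estimated correlation, range 9.12e-06 to 0.786), and rank products called its transcription factors Atf5 (1.08) and Cebpb (1.06) higher. Among 17 amino acid transporter genes 12 had a higher mean score (adjusted p = 0.0487, and adjusted p = 0.202 with an estimated correlation, range 2.61e-05 to 0.505). Slc38a2, a sodium-coupled neutral amino acid transporter, was called higher by rank products (1.39), and Slc7a8 had a standardised difference of 2.09 that turned under quantile normalization and under centring.

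The ATF4 list was no longer called without water mouse 2 (adjusted p = 0.0654), 4 (0.052) or 5 (0.0923) or CAAM mouse 5 (0.107) or 7 (0.563). The rise of its list score, 0.28, was carried by CAAM mouse 7, without which the mean was −0.12 in both groups, and it was 0.45 without CAAM mouse 4. The transporter list was no longer called without water mouse 1 (0.0737), 2 (0.131), 4 (0.052) or 5 (0.0645) or CAAM mouse 5 (0.0653), 6 (0.196) or 7 (0.137, with a difference in list score of 0.19 in place of 0.29), and the ER stress list without water mouse 6 (0.0698) or CAAM mouse 4 (0.053) or 5 (0.102, 0.25 in place of 0.38). In the liver, 17 of 23 extracellular matrix genes had a higher mean score (adjusted p = 0.0198, and adjusted p = 0.274 with an estimated correlation, range 0.000155 to 0.831), with Timp2, an inhibitor of matrix proteases, at 1.48 (negative after quantile normalization and after centring) and Postn, periostin, at 1.09 (negative after quantile normalization). That list was not called without water mouse 6 (0.184) or CAAM mouse 4 (0.162) or 5 (0.371), and its difference in list score of 0.31 was 0.14, 0.2 and 0.13 without these and 0.49 without CAAM mouse 2. Without CAAM mouse 5 the number of lists called in the liver was 8.

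The oxidative phosphorylation list fell on the deposited scores and turned under quantile normalization (24 of 25 genes lower as deposited, median standardised difference −1.08, adjusted p = 2.08e-05, and adjusted p = 0.0149 with an estimated correlation, range 5.82e-07 to 0.311). It stayed called without any 1 of the 12 mice (adjusted p from 5.82e-07 to 0.00211). Sdhb, a subunit of succinate dehydrogenase, had a standardised difference of −4.32 and passed limma when adjusted over the list alone (adjusted p = 0.00141). The ATP synthase gene Atp5a1 had −2.34, and the complex I genes Ndufa9 and Ndufb5 had −1.97 and −1.85, with 5 of 5 CAAM mice below the water median for each of these 4 genes. These probe sets are bright and nearly constant: Sdhb differed by −9.68e-06 ± 1.51e-06 score units at a score of 12.8. In the same livers the macrophage list was higher. Under quantile normalization the list was called higher (adjusted p = 0.0175) and the call was lost when arrays were centred (adjusted p = 0.311), and the medians of the liver arrays spanned 0.000345 score units, more than the differences of these genes.

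**Figure D1:**
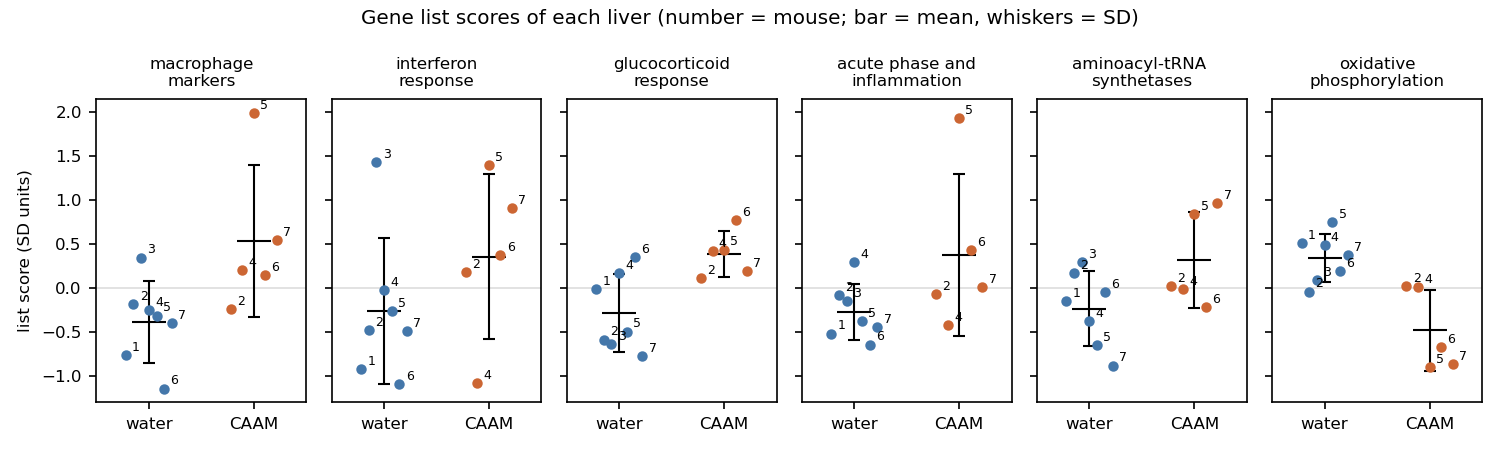
List scores (mean of the members' scores in SD units, no further unit) in the liver of each of the 7 water mice and 5 CAAM mice, with the mean and SD of each group. The macrophage list stands at 0.53 in CAAM mice and −0.38 in water mice, and the oxidative phosphorylation list at −0.48 and 0.34, with a direction that turned under quantile normalization.

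Rank products made 1275 calls in the liver, 740 higher and 535 lower, on 1216 probe sets, of which 59 were called in both directions. The share called higher was 58.0%, and turned to 41.3% after quantile normalization, 44.5% on the linear scale, 45.3% with differences divided by the SD, and 48.5%, 43.2%, 45.2%, 43.8% and 48.2% without CAAM mouse 2, 4, 5, 6 or 7, with 427 and 444 calls higher without CAAM mouse 5 or 6. Nnmt, the enzyme that methylates nicotinamide, led the genes called higher, with a score of 8.53 ± 0.539 (SD) in CAAM mice and 7.85 ± 0.545 in water mice. Fabp5, a fatty acid binding protein, differed by 0.0299 ± 0.0109 (SE), Noct, a circadian phosphatase, by 0.0804 ± 0.0492, and Armcx4 by 0.0223 ± 0.00494. Cyp4a14, a fatty acid hydroxylase under PPARα, was called in both directions (0.333 ± 0.363), with 3 of 5 CAAM mice above the water median. Without CAAM mouse 6 Noct differed by 0.0507 and Cyp4a14 by 0.201, and Cyp4a14 by 0.164 without water mouse 3 and 0.505 without water mouse 6. Among the genes called lower, Car3, a carbonic anhydrase of liver and fat, differed by −0.174 ± 0.072, Gstp3, a glutathione transferase, by −0.598 ± 0.423, Pdk1, a kinase that inhibits pyruvate dehydrogenase, by −0.0171 ± 0.00308, and Id2, an inhibitor of helix-loop-helix factors, by −0.0161 ± 0.00692. Clec2h, Phlda1 and Lrit1 were also called lower, with standardised differences of −2.26, −2.55 and −3.53. Reep3, Uqcr10, Sdhd and Gdpd3, which were called as well, carried scores that followed the individual mouse in all 3 tissues (lowest correlation between tissues 0.98, 0.99, 0.99 and 0.98 over the 12 mice), and Reep3 had a standardised difference of 0.18. The difference of Gdpd3 (−0.0716) was −0.113 without CAAM mouse 4, and that of Reep3 (0.0539) turned without water mouse 2 (−0.047) or CAAM mouse 2 (−0.0046).

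limma passed none of the 45037 probe sets in the liver (lowest adjusted p = 0.535), with 3047 at an unadjusted p under 0.05, 1232 higher and 1815 lower. A single fit of the arrays of all tissues, which pools their unequal spreads, did pass probe sets in liver, WAT and BAT. Its counts are given with the other alternatives below. Of the 1216 probe sets called by rank products, 283 had an unadjusted limma p under 0.05, and 98.5% lay in the tenth of probe sets with the largest SD. Among 44784 unchanged probe sets simulated at the spread of the liver arrays, rank products called 1349.

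Of 15 metabolic genes that the study's text names for the liver, rank products called 5 higher and 6 lower. The study names Elovl3, Pecr and G6pc as responses to the other amino acid mixture. It gives the rest as regulated in opposite directions by that mixture and CAAM. Since it picked the genes with these samples among others, they are not independent evidence of direction. Hmgcs1, of cholesterol synthesis (0.46), Aldh3a2, a fatty aldehyde dehydrogenase (0.43), Fabp7 (0.6), Rdh9, a retinol dehydrogenase (0.65), and G6pc, glucose-6-phosphatase (0.42), were called higher. Cyp7b1, an oxysterol hydroxylase of bile acid synthesis (−0.34), Hsd3b5, a steroid dehydrogenase (−0.48), Srebf1, the regulator of lipogenesis (−0.11), Pklr, liver pyruvate kinase (−0.55), and Elovl3, a fatty acid elongase (−0.61), were called lower. Tpmt was called lower although its mean was higher (0.09), with 1 of 5 CAAM mice above the water median. Pctp, Shmt1, Slc46a1 and Pecr were not called. The difference of each of the called genes moved by over 1.5 times when 1 mouse was left out, and it turned for Cyp7b1 without CAAM mouse 6 (0.000666), for Srebf1 without CAAM mouse 4 (0.000398) or 5 (0.000735) and for Tpmt without water mouse 6 (−0.00277) or CAAM mouse 4 (−0.000362). Adjusted over the list alone, limma passed none of the 15 genes (lowest adjusted p = 0.702).

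The cholesterol synthesis list was called higher at the threshold (16 of 20 genes higher, adjusted p = 0.05, and adjusted p = 0.492 with an estimated correlation, range 1.74e-17 to 0.844). Cyp51, lanosterol demethylase (1.34), Tm7sf2, a sterol reductase (1.19), and Sqle, squalene epoxidase (1.06), were called higher by rank products (Tm7sf2 differed by 0.000776, and by 0.000391 without CAAM mouse 6, and Sqle by 0.00185, and by 0.00107 without CAAM mouse 5), and the call of the list was lost without water mouse 4 (0.163), 5 (0.207), 6 (0.0961) or 7 (0.0664) or CAAM mouse 2 (0.0595) or 6 (0.651). The rise of its list score, 0.27, was carried by CAAM mouse 6, without which it was 0.02, and was 0.18, 0.17 and 0.42 without water mouse 4, 5 or 3. The list of female-biased liver genes was called higher (9 of 13, adjusted p = 0.0498, and adjusted p = 0.375 with an estimated correlation, range 1.25e-12 to 0.861), with the oxysterol hydroxylase gene Cyp39a1 (1.22, a difference of 0.0114 that was 0.00696 without CAAM mouse 7) and the steroid hydroxylase gene Cyp17a1 (0.88) called higher by rank products. Of 12 male-biased liver genes, 11 had a lower mean score and rank products called 5 lower, but camera did not call the list (adjusted p = 0.292). Skeletal muscle markers, whose scores in liver lay near the median probe set (Ckm 6.86, Acta1 6.59), were called lower as a list (14 of 16, adjusted p = 0.0498, and adjusted p = 0.188 with an estimated correlation, range 0.0261 to 0.428), with Ckm at −1.51 and Acta1 at −1.4, neither called by rank products. Both of these lists were lost without several mice, the female-biased list without water mouse 1 (0.1), 2 (0.181), 3 (0.212) or 5 (0.122) or CAAM mouse 2 (0.119), 5 (0.0653), 6 (0.318) or 7 (0.118), with a difference in list score of 0.35 that was 0.2 without CAAM mouse 6 and 0.58 without CAAM mouse 4, and the muscle list without water mouse 2 (0.133), 3 (0.0674), 6 (0.0786) or 7 (0.0647) or CAAM mouse 4 (0.293), 5 (0.0674) or 6 (0.132).

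Camera did not call the liver lists of amino acid catabolism (14 of 35 genes higher, adjusted p = 0.693), the urea cycle (6 of 8, 0.159), gluconeogenesis (8 of 11, 0.12), glycolysis (10 of 16, 0.436), fatty acid synthesis (8 of 20, 0.742) or bile acid synthesis (5 of 16, 0.742). For amino acid catabolism the direction depended on the scaling, since quantile normalization and centring called it higher (adjusted p = 0.000462 and 2.57e-05, range 2.57e-05 to 0.995). Fatty acid oxidation had 12 of 27 genes higher, a median standardised difference of −0.06 and a mean of −0.05, whereas camera, which compares the list with all other genes, gave the upward direction (adjusted p = 0.793). Rank products called 2 genes of fatty acid synthesis higher and 6 lower, and 4 genes of gluconeogenesis higher.

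In WAT, genes of the mesothelium, the cell layer that covers the fat pad, had lower scores in CAAM mice, and genes of the cell cycle had higher scores. Of 9 mesothelial markers 8 had a lower mean score, with a list score of −0.71 ± 0.45 (SD) in CAAM mice against 0.51 ± 0.57 in water mice, below the water median in 5 of 5. Of 22 cell cycle genes 21 had a higher mean score, with a list score of 0.49 ± 0.86 against −0.35 ± 0.5, above the water median in 4 of 5. Genes of the epididymis, an organ of the male tract that lies next to gonadal fat, were lower in CAAM mice in most cases, with Lcn8 at −6.07 ± 1.99 (SE) score units. The labels do not name the fat depot. Camera called 5 of 43 lists, 2 higher and 3 lower, and none of the 43 with an estimated correlation.

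The mesothelium list fell (median standardised difference −2.05, adjusted p = 1.87e-11, and adjusted p = 0.224 with an estimated correlation, over a range of 4.73e-98 to 0.273 across all alternatives). Rank products called 8 of the 9 genes lower and none higher, and adjusted over the list alone limma passed 7 (lowest adjusted p = 0.00827). Msln, mesothelin, differed by −0.00938 ± 0.00228 (SE), Gpm6a by −0.033 ± 0.00803, the mucin gene Muc16 by −0.00204 ± 0.000551 and the uroplakin gene Upk3b by −0.0279 ± 0.00769, each below the water median in 5 of 5 CAAM mice. Without 4 arrays that stood out in genes of the male tract (water mice 1 and 2, CAAM mice 6 and 7), an alternative chosen after seeing the data, the adjusted p of the list in WAT was 7.11e-06, and those of the cell cycle and epididymis lists were 1.98e-06 and 3.31e-16. The extracellular matrix and neutrophil lists were then no longer called (0.103 and 0.111, over the ranges given for them).

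The cell cycle list rose (median standardised difference 1.13, adjusted p = 3.8e-10, and adjusted p = 0.322 with an estimated correlation, over a range of 3.57e-19 to 0.811, the highest by fry). Rank products called 5 of its genes higher, among them Ccna2, cyclin A2 (standardised difference 1.54), and Birc5, survivin (1.37, a difference of 0.00124 that was 0.000809 without CAAM mouse 7). Cdk1, the mitotic kinase, and Cenpe, a kinetochore motor, had standardised differences of 1.6 and 1.38 and were not called. The neutrophil list rose (7 of 9 higher, adjusted p = 0.0213, and adjusted p = 0.224 with an estimated correlation), with the lactoferrin gene Ltf called higher by rank products (0.83, a difference of 0.177 that fell to 0.0275 without CAAM mouse 6). It was lost without water mouse 2 (0.0653) or CAAM mouse 5 (0.146), over a range of 0.00114 to 0.921. The extracellular matrix list of WAT fell (20 of 23 lower, adjusted p = 0.014, and adjusted p = 0.581 with an estimated correlation), with the direction turned under quantile normalization (adjusted p = 0.0518, range 4.11e-05 to 0.921). Timp2 (−1.18) and fibronectin, Fn1 (−1.04), were called lower by rank products, with differences of −0.00182 and −0.00166 that were −0.00113 and −0.000839 without CAAM mouse 6, whereas Sparc (−1.24) and decorin, Dcn (−1.13), were not called and turned positive under quantile normalization. This list was lost without water mouse 2 (0.0732) or 4 (0.0544) or CAAM mouse 2 (0.117), 4 (0.119) or 6 (0.14), and its difference in list score of −0.42 was −0.18 without CAAM mouse 6 and −0.66 without CAAM mouse 5.

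Of 15 epididymis markers, 12 had a lower mean score in WAT of CAAM mice and rank products called 12 lower, 1 higher and 2 in both directions. The list fell by camera (adjusted p = 0.000509, and adjusted p = 0.613 with an estimated correlation). Over all alternatives its adjusted p ranged from 1.55e-66 to 0.891, the highest by exact permutation. The difference in its list score was −0.6, and −0.32 without water mouse 1. Gpx5, a glutathione peroxidase secreted by the caput epididymidis, had a score of 6.76 ± 0.133 (SD) in CAAM mice and 12.5 ± 3.53 in water mice. The lipocalin gene Lcn8 had 6.54 ± 0.141 against 12.6 ± 4.5, Lcn9 differed by −4.34 ± 1.72 (SE), the cystatin gene Cst11 by −3.78 ± 1.69 and the ribonuclease gene Rnase10 by −2.79 ± 1.35. For 7 of the 15 genes, all 7 water mice lay above all 5 CAAM mice, and for 9 of the 15 the 2 highest scores were those of water mice 1 and 2. Other genes of the male tract had their highest score in CAAM mouse 6, where Serpina1f reached 11.2, Defb11, a β-defensin, 9.02 and Spint4 12.1, followed by CAAM mouse 7, where Spint4 reached 8.22. These genes were called higher by rank products, at standardised differences of 0.97, 0.92 and 0.93, and without CAAM mouse 6 their differences of 1.34, 0.7 and 1.45 fell to 0.4, 0.174 and 0.413.

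**Figure D2:**
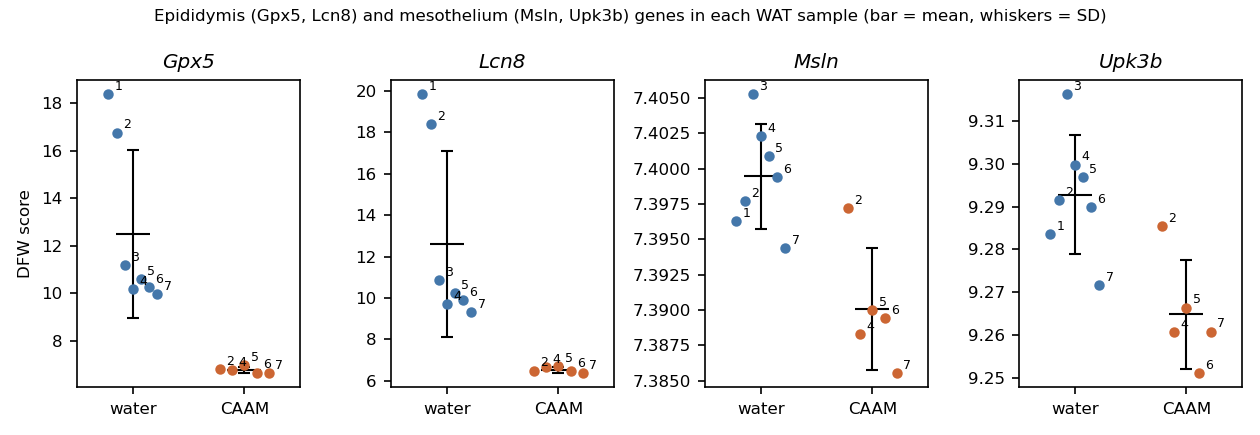
Scores (distribution free weighted, score units) of epididymis and mesothelium genes in the WAT of each of the 7 water and 5 CAAM mice, with the mean and SD of each group. Gpx5 averages 6.76 in CAAM mice and 12.5 in water mice.

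Rank products made 1259 calls in WAT, 370 higher and 889 lower, on 1192 probe sets, of which 67 were called in both directions. The share called higher was 29.4%. Over the alternatives it ran from 4.0% without the 4 arrays marked by male tract genes to 49.2% with differences divided by the SD (61 higher and 63 lower). The calls higher fell to 147, 146 and 120 without CAAM mouse 5, 6 or 7, and the calls lower to 582 and 586 without water mouse 2 or 4. Without the arrays of water mice 1 and 2 and CAAM mice 6 and 7, 571 calls were made, 23 higher and 548 lower. limma passed none of the probe sets (lowest adjusted p = 1), with 1784 at an unadjusted p under 0.05, 885 higher and 899 lower, and 174 of the 1192 were among these. The genes that the study's text names for WAT are given there as responses to the other amino acid mixture. Of these, Mogat2, an acyltransferase of triglyceride synthesis, was called lower at a standardised difference of −0.27. Its difference turned without the 4 arrays (0.0178) and without CAAM mouse 6 alone (0.00106). Mogat1 (0.34), Dgat1 (0.64), Dgat2 (−0.1, turned under quantile normalization and centring) and the glucose-6-phosphate transporter Slc37a4 (0.44) were not called, and limma passed none of the 5 genes when adjusted over the list alone (lowest adjusted p = 0.805). Camera did not call glycerolipid synthesis (18 of 26 higher, adjusted p = 0.129), lipolysis (10 of 14, 0.532), the adipocyte list (8 of 13, 0.823), cholesterol synthesis (17 of 20, 0.117), the interferon response (17 of 20, 0.0608) or endothelium (none of 12 higher, 0.11). With the mouse number as a replicate block, camera called cholesterol synthesis (0.00854), the interferon response (1.65e-06) and endothelium (0.0233). Those numbers do not pair mice across groups, and water mice 1 and 3, whose numbers no CAAM mouse carries, add nothing to differences under the block.

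In BAT, genes of the glucocorticoid response had higher scores in CAAM mice, and rank products called 9 of them higher. Of 17 glucocorticoid response genes 14 had a higher mean score, with a list score of 0.33 ± 0.42 (SD) in CAAM mice against −0.23 ± 0.52 in water mice, above the water median in 5 of 5. Ddit4, an inhibitor of mTORC1 signalling, had a score of 8.43 ± 0.0796 in CAAM mice and 8.27 ± 0.108 in water mice. Irs2, the insulin receptor substrate, had 7.67 ± 0.0452 against 7.58 ± 0.0453. All 16 skeletal muscle markers had a lower mean score in CAAM mice, at large spreads.

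The glucocorticoid response list was the 1 list that camera called in BAT (adjusted p = 0.0202, and adjusted p = 0.618 with an estimated correlation, over a range of 1.07e-07 to 0.923). It was lost without water mouse 3 (0.0562), 5 (0.0512) or 7 (0.071) or CAAM mouse 5 (0.22), and also without the 4 BAT arrays with the highest muscle markers (0.0712), an alternative chosen after seeing the data. Rank products called 1 of its genes lower. Per1, a clock gene with glucocorticoid response elements, had a standardised difference of 2.2 and passed limma when adjusted over the list alone (adjusted p = 0.0469), and Errfi1, a feedback inhibitor of the EGF receptor, and Sgk1 had 1.58 and 1.57.

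Among the genes called higher by rank products in BAT were the transcription factor gene Irf4 (0.0884 ± 0.0327 (SE) score units), Depp1, a FOXO target (0.0672 ± 0.0267), the stress gene Gadd45g (0.037 ± 0.00878), the nuclear receptor gene Nr4a1 (0.149 ± 0.0758), the kinase gene Sik1 (0.0263 ± 0.00815), Fbp1, a gluconeogenic phosphatase (0.0308 ± 0.0131), and Trp53inp1 (0.0173 ± 0.00736). For each of these except Nr4a1, with 4, 5 of 5 CAAM mice lay above the water median. Tmem87a, also called higher, had a score that followed the individual mouse in all 3 tissues (lowest correlation 0.95). Camera did not call the immediate early list (16 of 21 higher, adjusted p = 0.0679) or the interferon response (19 of 20 higher, 0.0679), of which rank products called 8 and 9 genes higher. Of the immediate early genes it also called 2 lower and 2 in both directions, and of the interferon genes none. Camera called both lists with the mouse number as a replicate block (adjusted p = 0.0064 for each), to which water mice 1 and 3 add nothing. It also called both without the BAT arrays with the highest muscle markers. Of 17 thermogenesis genes 5 had a higher mean score (adjusted p = 0.245), and oxidative phosphorylation had 13 of 25 higher (0.924).

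Rank products called all 16 skeletal muscle markers lower in BAT, and camera did not call the list (adjusted p = 0.0679). Camera did call it without the BAT arrays with the highest muscle markers. Acta1, skeletal actin, had a score of 8.96 ± 3.89 (SD) in CAAM mice and 11 ± 3.56 in water mice, and Myh1, a fast myosin heavy chain, had 7.34 ± 2.64 against 8.87 ± 2.46. For all 16 the 3 highest scores were those of water mice 1 and 3 and CAAM mouse 2, at 16.4, 14.9 and 15.8 for Acta1. The differences of Acta1 (−2.07) and Myh1 (−1.53) were −1.17 and −0.909 without water mouse 1 and −3.79 and −2.71 without CAAM mouse 2. Myh4, Tnnc2, Ttn, Mylpf, Tnni2, Tnnt3 and Ckm had standardised differences between −0.51 and −0.38. All 7 were higher in CAAM mice when the mouse number was taken as a replicate block. Differences under the block rest on the numbers present in both groups. Water mice 1 and 3, among the 3 highest for the muscle genes, therefore add nothing to them, while CAAM mouse 2 stays in. The differences of these 7 also moved by over 1.5 times without water mouse 1 or 3 or CAAM mouse 2, as for Ckm from −0.368 to −0.0786, −0.192 and −0.785. Sdhd, called lower at −2.65 ± 1.52 (SE), followed the individual mouse.

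**Figure D3:**
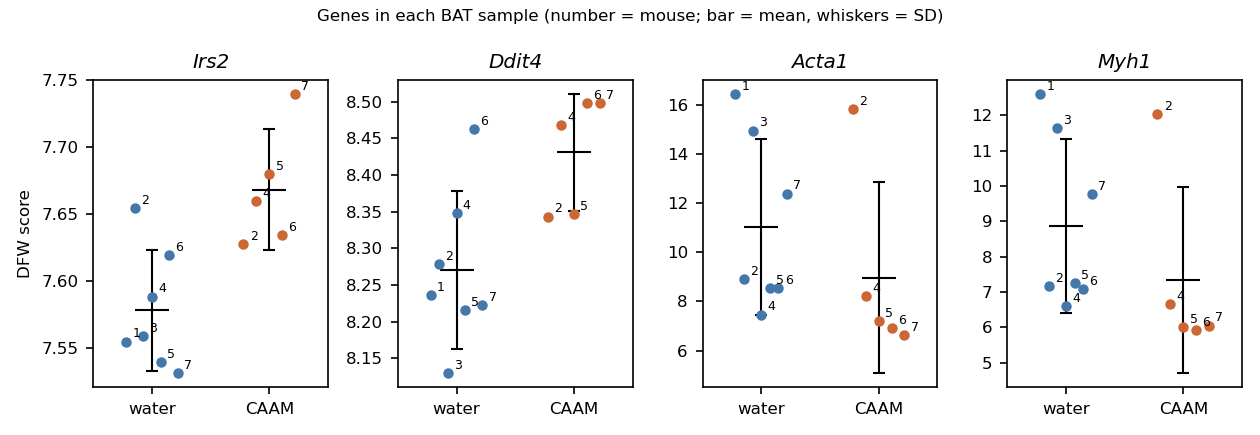
Scores (distribution free weighted, score units) of genes called by rank products in the BAT of each of the 7 water and 5 CAAM mice, with the mean and SD of each group. Ddit4 averages 8.43 in CAAM mice and 8.27 in water mice, and the muscle gene Acta1 reaches 16.4 in water mouse 1 and 15.8 in CAAM mouse 2.

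Rank products made 1472 calls in BAT, 547 higher and 925 lower, on 1434 probe sets, of which 38 were called in both directions. The calls higher fell to 315, 274, 345 and 287 without CAAM mouse 4, 5, 6 or 7. The balance turned to 195 higher and 85 lower with differences divided by the SD and to 623 higher and 542 lower with the mouse number as a replicate block. Without the 4 arrays with the highest muscle markers, 763 calls were made, 412 higher and 351 lower. limma passed none of the probe sets (lowest adjusted p = 0.347), with 2886 at an unadjusted p under 0.05, 1696 higher and 1190 lower, and 283 of the 1434 were among these. The signalling genes that the study's text names for BAT are given there as responses to the other amino acid mixture. Of these, Igf1 was called lower (−0.54) and Ppargc1a, the coactivator of mitochondrial genes, higher (0.32). Dio2, the deiodinase that activates thyroid hormone, was called in both directions (0.25). Adipor2 (−0.28) and Gsk3b (−0.81), both of which turned under quantile normalization and centring, and Foxo1 (1.2) were not called. Adjusted over the list alone, limma passed none of the 6 genes used (lowest adjusted p = 0.358). Lep was called lower in BAT (−0.2). The differences of Igf1, Ppargc1a, Dio2 and Lep moved by over 1.5 times when 1 mouse was left out, and turned for Ppargc1a without CAAM mouse 2 (−0.00042), for Dio2 without water mouse 6 (−0.00222) or CAAM mouse 2 (−0.00114) and for Lep without CAAM mouse 7 (0.000799).

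**Figure D4:**
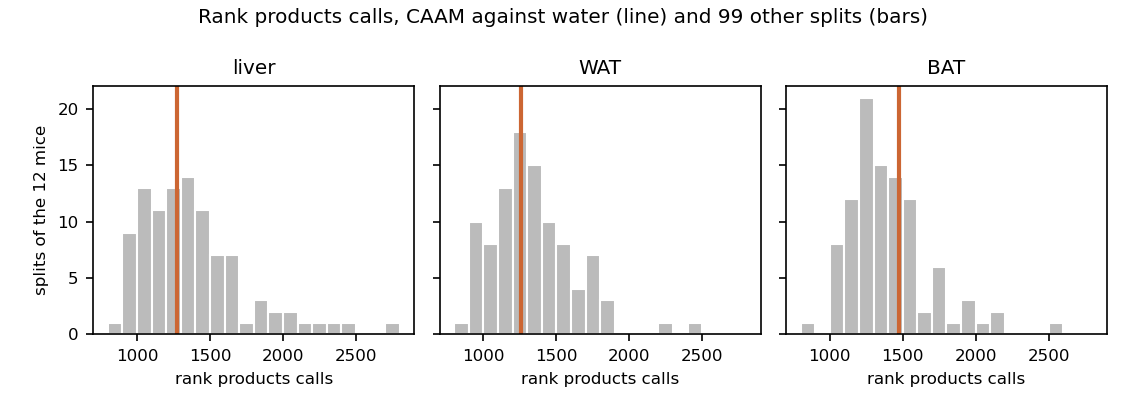
Number of rank products calls per tissue for the 5 CAAM and 7 water mice and for the other random divisions of the same 12 mice into 5 and 7 (calls, no further unit). The real numbers are 1275 in liver, 1259 in WAT and 1472 in BAT, and the highest of the other divisions are 2743, 2475 and 2535.

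The effects of CAAM were not shown to differ between tissues. In differences within mice, limma passed no probe set for liver against WAT, liver against BAT or WAT against BAT, with 2425, 2787 and 2507 probe sets at an unadjusted p under 0.05, and rank products were not run on these differences. The spread of a probe set's scores differs between tissues, as for Lep with an SD of 2.52e-06 in liver and 0.0013 in WAT. The tissue of larger spread then sets the difference, so this test cannot decide whether effects differ between tissues. Of the 129 tests of a list score between a pair of tissues none passed the correction. The lowest p was that of the acute phase list, which was higher by 0.73 SD units in liver than in BAT (exact permutation test, two-sided, p = 0.00126, adjusted p = 0.163). That p is the lowest this exact permutation can give. No single list could therefore have passed the correction alone, so the lack of a pass does not show that list effects are alike in the tissues. Across probe sets, which are not independent replicates, the CAAM effects of liver and BAT had a Pearson correlation of 0.3057 (Spearman 0.1182), those of liver and WAT of 0.0287 (0.0022) and those of WAT and BAT of 0.0419 (0.1039). Without CAAM mouse 2 the value for liver and BAT was 0.1077, and without CAAM mouse 5 it was 0.4876. Pearson correlations of score differences rest most on the probe sets of largest spread. The brighter Sdhd probe set, which followed the individual mouse, had an SD of 1.14 in liver and 2.89 in BAT. The median SD of all probe sets was 1.08e-05 and 7.38e-06. How much of the value for liver and BAT rests on such probe sets was not tested, so it does not show a shared effect of CAAM. The glucocorticoid response list was called in liver and BAT at the preset correlation, and in neither with an estimated one (adjusted p = 0.156 and 0.618). In WAT it had 9 of 17 genes higher and was not called (adjusted p = 0.411). Its CAAM effect was not shown to differ between WAT and BAT (exact permutation test, adjusted p = 0.557) or between liver and WAT (adjusted p = 0.576).

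**Figure D5:**
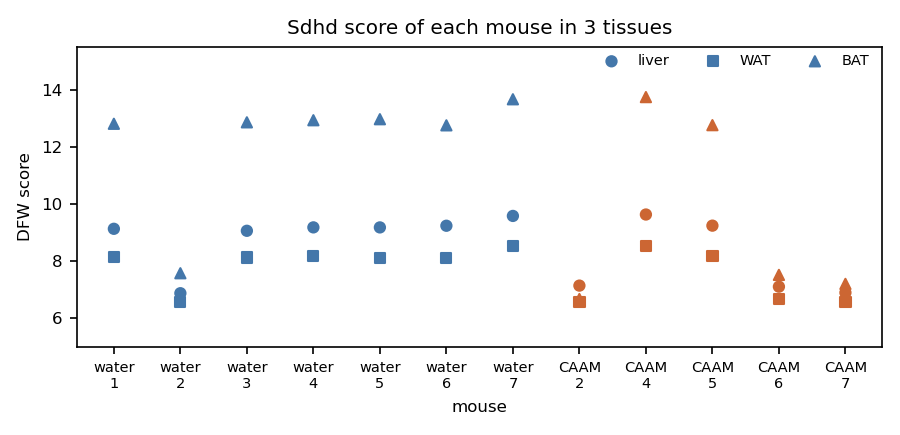
Score of the brighter of the 2 Sdhd probe sets (distribution free weighted, score units) in the liver, WAT and BAT of each of the 12 mice. The same mice are high or low in all 3 tissues, with water mouse 2 and CAAM mice 2, 6 and 7 low.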

Values the study reported

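In the liver, the study reported 45 plus 15 genes that responded in opposite directions to CAAM and to the other amino acid mixture, each compared with water.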

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

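The tests in this part were chosen after the results were seen, the run without 4 WAT arrays included, except that of oxidative phosphorylation against matched lists, and except that the divisions of the mice were planned as a method, with what they would show written down after the results were seen.

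Of 346 groups of named gene scores examined, 44 held a mouse outside Dixon's 95% limit for the gap between the highest or lowest mouse and its neighbour, against 17.3 expected by chance. In WAT, CAAM mouse 6 stood above the other CAAM mice in Serpina1f (gap 0.715 of the range), Defb11 (0.806), Gm4988 (0.714), Ces5a (0.737), Gldc (0.812), Myom2 (0.882) and Ltf (0.862), water mouse 1 stood above in Gm4988 (0.579), Ces5a (0.595) and Spink10 (0.709) and below in Sparc (0.687), and CAAM mouse 2 stood apart in Dgat2 (0.856). In BAT, CAAM mouse 2 stood above in Acta1 (0.827), Myh1 (0.878), Tnnc2 (0.913), Myh4 (0.883), Ttn (0.885), Mylpf (0.88), Tnni2 (0.918), Tnnt3 (0.932) and Ckm (0.968). Also in BAT, the mice apart were CAAM mouse 7 in Irf4 (0.826), CAAM mouse 6 in Nr4a1 (0.785, below), water mouse 2 in Tmem87a (0.614) and Sdhd (0.85, below) and water mouse 6 in Trp53inp1 (0.655). Among water livers they were mouse 1 in Armcx4 (0.715) and Hmgcs1 (0.65), mouse 2 in Fabp5 (0.604), Reep3 (0.753, below) and Sdhd (0.808, below), mouse 3 in Fabp7 (0.677) and Gbp3 (0.609), and mouse 6 in Tpmt (0.749, below), Csf1r (0.616, below), Tsc22d3 (0.757) and Slc38a2 (0.57). Among CAAM livers they were mouse 4 in Reep3 (0.729, below) and Gdpd3 (0.935), mouse 5 in Cd14 (0.937), Il6 (0.743) and Apcs (0.859), mouse 6 in Tm7sf2 (0.772) and mouse 7 in Lrit1 (0.779).

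The 15 counts and correlations were set against 100 divisions of the 12 mice into 5 and 7. Only the 15 lists called in liver were matched by the real division alone (1 of 100, highest other 13). A share of 1 of 100 is the lowest this comparison can give. It was the lowest of 15 comparisons, with no allowance for their number, so chance is not excluded for this count. That count was 8 without CAAM mouse 5 and 8 with dim probe sets left out. It was 1 with an estimated correlation, 0 by directional fry and 0 by exact permutation, by which no single list could have passed alone. The share of 1 of 100 therefore holds only for the lists as called with all mice and probe sets at the preset correlation. The 5 lists of WAT were matched by 82 (highest other 20) and the 1 list of BAT by 98 (highest other 14). As many rank products calls as the 1275 in liver, 1259 in WAT and 1472 in BAT came from 56, 58 and 31 of the 100 divisions (highest other 2743, 2475 and 2535). The limma counts of 0 in every tissue and in all 3 tissue differences are matched by any division (100 of 100), which decides nothing. Other divisions gave up to 1206 limma calls in liver, 1 in WAT and 29 in BAT, and up to 369, 492 and 1 for liver against WAT, liver against BAT and WAT against BAT, and the large counts point to a structure of the mice, which was not tested further. Correlations as high as those of liver with WAT (0.0287), liver with BAT (0.3057) and WAT with BAT (0.0419) came from 68, 23 and 50 of 100 divisions (highest other 0.1724, 0.834 and 0.316).

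Some probe sets followed the mouse. The brighter of the 2 Sdhd probe sets placed 12 of 12 mice on the same side of the midrange in all 3 tissues and the other 11 of 12, and 53 probe sets had all 3 correlations between tissues above 0.9 over the 12 mice, against 0 in 20 shuffles of the mice. Treatment as the cause of the scores of that Sdhd probe set is excluded, since 3 of 12 mice lay on the other side than their treatment gives. A candidate explanation is a sequence variant carried by some of these outbred mice under the probes, which predicts such scores, but no genotypes were used here and other lasting differences between mice remain open.

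RNA of neighbouring organs is a candidate source of the epididymis genes in WAT and the muscle genes in BAT. For 9 of 15 epididymis genes, the 2 highest arrays were those of water mice 1 and 2, and for 16 of 16 muscle genes the 3 highest BAT arrays were those of water mice 1 and 3 and CAAM mouse 2, as such RNA would give. These counts cannot decide the source, since they were chosen as a test after the results were seen. Genes that vary together for any reason would also share their highest arrays. Treatment cannot be told apart from differing dissection, since 7 of the 15 epididymis genes had all 7 water mice above all 5 CAAM mice, with Gpx5 at 9.981 to 18.38 in water mice and 6.627 to 6.962 in CAAM mice, and nothing measured here dates or describes the dissection. In BAT 1 of 7 water mice lay above the highest CAAM mouse in the muscle list score, which leaves treatment open as well. For the lower mesothelium genes of WAT the values argue against epididymis RNA as the source. Water mice 1 and 2, with Lcn8 at 19.85 and 18.4, held the 2 highest scores in 0 of 9 mesothelium genes. Water mouse 1 or 2 was highest in 1 of the 9, Upk1b. Their list scores were 0.4468 and 0.5378, against 1.407, 0.7406, 0.5868, 0.3668 and −0.5297 in water mice 3 to 7. The call without water mice 1 and 2 and CAAM mice 6 and 7 (adjusted p = 7.11e-06, range over alternatives 4.73e-98 to 0.273) decides nothing. The epididymis list was then called too (adjusted p = 3.31e-16, range 1.55e-66 to 0.891). Treatment and a differing amount of mesothelium in the sample stay open.

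The oxidative phosphorylation genes of liver are bright probe sets of small spread (median SD 2.68e-06, against 1.16e-05 for all genes). On the deposited scores the values argue against a shift of all such probe sets as the cause. Of 10000 random lists matched for brightness and spread, 0 percent had a median standardised difference as low as −1.08 (random median −0.13, lowest −0.7). The fall itself turned under quantile normalization and lost its call when arrays were centred, and matched lists were not tested on those values. More macrophage RNA in the sample is left open: the 2 list scores had r = −0.74 over the 12 livers (rho −0.8, permutation p = 0.00322, adjusted p = 0.0676 over 42 relations, and r = −0.76 without the 2 livers farthest from the median), but hepatocyte markers, which a larger macrophage share would lower, had 10 of 13 higher mean scores (adjusted p = 0.186, range over alternatives 0.000857 to 0.563, list score 0.13 ± 0.29 against −0.09 ± 0.3), a difference within the spread of mice in genes too abundant to show a small share. None of the 42 relations passed the correction, and others ran the same way, aminoacyl-tRNA synthetases with r = −0.78 (adjusted p = 0.0676, −0.46 without the 2 livers farthest from the median), acute phase genes −0.67 (0.143, −0.31), amino acid transporters −0.66 (0.166, −0.31), ATF4 genes −0.65 (0.166, −0.14), interferon response −0.61 (0.265, −0.62), immediate early −0.56 (0.318, −0.76) and glucocorticoid response −0.54 (0.318, −0.55). The 7 water livers alone gave r = −0.22 for macrophages and −0.73 for the synthetases, so the macrophage relation cannot be told apart from separate effects of CAAM on both lists, which stay open.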

How the results depend on the processing

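Chosen after seeing the data were the exact permutation of list scores and the runs without the WAT arrays of water mice 1 and 2 and CAAM mice 6 and 7 (male-tract-marked) or without muscle-marked BAT arrays, and the other alternatives were planned. Where no cause is given below, the cause was not tested. Rank products calls in liver, WAT and BAT (1275, 1259 and 1472) were 693, 673 and 776 with dim probe sets left out (fewer probe sets tested), 274, 124 and 280 with differences divided by the SD (which called 134, 153 and 130 of 44784 unchanged probe sets in simulated data, more than the real count in WAT), and 96, 108 and 80 with the sum of ranks. Quantile normalization gave 1028 in liver, 585 in WAT and 531 in BAT, and turned the share called higher in liver from 58.0% to 41.3%. The share turned as well on the linear scale (44.5%), with differences divided by the SD (45.3%) and without each CAAM mouse (43.2% to 48.5%). In BAT it turned from 37.2% to 69.6% with differences divided by the SD, 53.5% with the replicate block and 54.0% without muscle-marked arrays. Without the 4 marked arrays (fewer samples), 571 calls were made in WAT and 763 in BAT. limma's counts of 0 became 1 in liver under quantile normalization (a probe set with no symbol, lower), 1 in BAT on the linear scale (Fbxw2, higher) and 2 in BAT without muscle-marked arrays (Hoxa4, lower, and G0s2, higher), genes chosen after their values were seen. A single fit of all arrays with the mouse as a random block, which pools the unequal spreads of the tissues, gave 394, 337 and 158. The lists called (15, 5 and 1) were 24, 9 and 12 after centring, 13 in WAT and 13 in BAT under quantile normalization, 8 in liver and 3 in BAT with dim probe sets left out, 11 in WAT and 3 in BAT (interferon response, immediate early and skeletal muscle) without marked arrays, and 1, 0 and 0 with an estimated correlation. Directional fry called 0, 0 and 0, mixed fry 2 (oxidative phosphorylation and immediate early), 0 and 0, and exact permutation 0, 0 and 0. Centring removes a shift larger than the spread of most probe sets: array medians spanned 0.000345, 0.00596 and 0.00143 score units, against median SDs of 1.08e-05, 1.42e-05 and 7.38e-06. Rank products calls changed little after centring (1271, 1298 and 1432). A shift of the medians therefore does not account for their fall under quantile normalization, whose cause was not tested. The correlation of liver with WAT was −0.0209 with moderated t in place of differences.

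With the mouse number as a replicate block, rank products made 1342, 905 and 1165 calls, limma 0, 0 and 0, and camera called 14, 9 and 3 lists. The numbers do not pair mice across groups, since the same-number correlations ran from −0.192 to 0.151. Differences under the block rest on the 5 numbers present in both groups, so water mice 1 and 3 add nothing to them. A change under the block can therefore come from the loss of these mice. The block turned the differences of Srebf1 in liver (7.09e-05) and of Tnnc2 (0.0729), Myh4 (0.0372), Ttn (0.0781), Mylpf (0.125), Tnni2 (0.204), Tnnt3 (0.182) and Ckm (0.19) in BAT.

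Leaving out 1 mouse at a time gave 944 to 1205 rank products calls in liver, 927 to 1266 in WAT and 1145 to 1630 in BAT. The calls higher moved more, from 740 to 427 in liver without CAAM mouse 5 and 444 without CAAM mouse 6, from 370 in WAT to 147, 146 and 120 without CAAM mouse 5, 6 or 7, and from 547 in BAT to 315, 274, 345 and 287 without CAAM mouse 4, 5, 6 or 7. The calls lower in WAT fell from 889 to 582 and 586 without water mouse 2 or 4. Of the 108 named results called by rank products, the differences of 53 moved by over 1.5 times or turned without 1 mouse. limma gave 0 to 1 in liver (without CAAM mouse 7, Lrit1), 0 to 1 in WAT (without water mouse 7, Gcnt1) and 0 to 5 in BAT (without CAAM mouse 2, with Ngly1, Hoxa4, Uimc1, Smarcd2 and a probe set with no symbol). The lists ran from 8 (without CAAM mouse 5) to 14 in liver, from 4 to 10 (without CAAM mouse 6, and 9 without CAAM mouse 7) in WAT, and in BAT from 0 (without water mouse 7) over 2 (water mouse 1), 3 (water mice 2 and 6, CAAM mice 4 and 6) and 4 (water mouse 4) to 7 (without CAAM mouse 2). Tissue differences were 0 to 1 for liver against WAT (Gcnt1 without water mouse 7, Lrit1 without CAAM mouse 7), liver against BAT (Luc7l without water mouse 7, Lrit1 without CAAM mouse 7) and WAT against BAT (Paip2b without water mouse 2). These genes were chosen after their values were seen. Correlations ran from 0.0144 to 0.0583 for liver with WAT, from 0.1077 to 0.4876 for liver with BAT and from 0.0155 to 0.07 for WAT with BAT. Differences that turned without 1 mouse were those of Reep3 in liver (−0.047 to 0.203, turned without water mouse 2 or CAAM mouse 2), Cyp7b1 in liver (−0.00353 to 0.000666, CAAM mouse 6), Srebf1 in liver (−0.00133 to 0.000735, CAAM mouse 4 or 5), Tpmt in liver (−0.00277 to 0.00173, water mouse 6 or CAAM mouse 4), Spink10 in WAT (−0.265 to 1.68, CAAM mouse 6), Mogat2 in WAT (−0.0351 to 0.00106, CAAM mouse 6), Dio2 in BAT (−0.00222 to 0.0108, water mouse 6 or CAAM mouse 2), Ppargc1a in BAT (−0.00042 to 0.00276, CAAM mouse 2) and Lep in BAT (−0.00462 to 0.000799, CAAM mouse 7).

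Quantile normalization turned Serpina3n (−0.00138), and leaving out the male-tract-marked arrays turned Spint4 (−0.0628), BC018473 (−0.043), Spink10 (−0.00113), Mogat2 (0.0178) and Ltf (−0.000346). Of 173 named results 108 were called by rank products, and 11 of these kept their call under all alternatives run. Over the alternatives, the called ones gave 1785 values on the same side, 297 no longer called and 27 reversed, and the uncalled ones 1159 within the spread, 67 moved and 28 newly called. Low signal limits the dim probe sets, whose removal left the counts above.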

Other observations

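The tests of hypotheses and the run without 4 WAT arrays in this part were chosen after the results were seen.

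Beyond the lists described above, genes of fatty acid synthesis varied together in WAT and BAT without a call for treatment. The list scores of WAT and BAT had r = 0.87 over the 12 mice (permutation p = 0.00024, adjusted p = 0.0103 over 129 relations, rho 0.78 with adjusted p = 0.068), r = 0.81 without the 2 mice farthest from the median and r = 0.88 within groups. Liver with WAT (r = 0.65, adjusted p = 0.143) and liver with BAT (r = 0.74, adjusted p = 0.0773) did not pass the correction. In BAT, 6 of the 20 genes of this list had a higher mean score in CAAM mice and rank products called 6 lower, 1 in both directions and none higher. The matrix genes of BAT had 17 of 23 lower mean scores, with 7 called lower by rank products (camera adjusted p = 0.396). Among 18 genes of the circadian clock in BAT, rank products called 5 higher and 2 lower (adjusted p = 0.475). Without the WAT arrays of water mice 1 and 2 and CAAM mice 6 and 7, which left 3 CAAM and 5 water mice, camera called 11 lists in WAT. Among them were oxidative phosphorylation (higher, adjusted p = 8.78e-07, range over alternatives 8.78e-07 to 0.928), fatty acid oxidation (higher, 1.66e-05, range 1.66e-05 to 0.948) and cholesterol synthesis (higher, 4.51e-05, range 4.51e-05 to 0.953). None of these 3 lists was called with all 12 mice (0.411, 0.474 and 0.117), and their direction in WAT turned without CAAM mouse 2 and, for oxidative phosphorylation, also when arrays were centred.

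The glucocorticoid response score may follow a state of the whole mouse. Over the 12 mice it had r = 0.85 between liver and BAT (permutation p = 0.00054, adjusted p = 0.0174 over 129 relations), with rho 0.83 (p = 0.00171, adjusted p = 0.0551). Without the 2 mice farthest from the median r was 0.75, and within groups 0.79. WAT and BAT had r = 0.8 (adjusted p = 0.0327, rho 0.87 with adjusted p = 0.0215) and liver and WAT 0.63 (adjusted p = 0.197, rho 0.78 with adjusted p = 0.068), so the relation of liver and WAT did not pass the correction. The relation within groups is consistent with differences between mice that are not due to CAAM, such as stress at handling, which was not measured here.

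The interferon response score may likewise be a property of the mouse. Liver and WAT had r = 0.88 (permutation p = 0.00013, adjusted p = 0.00838, rho 0.89 with adjusted p = 0.0215), r = 0.89 without the 2 farthest mice and 0.88 within groups. WAT and BAT had r = 0.92 (adjusted p = 0.00258) and liver and BAT 0.83 (adjusted p = 0.0224), but their rank correlations did not pass the correction (rho 0.76 with adjusted p = 0.0887, and rho 0.78 with adjusted p = 0.068). The spread between mice of a group was larger than the difference between groups, at 0.36 ± 0.93 (SD) in CAAM livers and −0.26 ± 0.83 in water livers.

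Groups that did not overlap were found for 75 probe sets higher and 124 lower in CAAM livers, 44 and 56 in WAT and 86 and 62 in BAT, and chance gives 56.9 in each direction (0.126% of probe sets).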
